# Dusp4 Contributes to Anesthesia Neurotoxicity via Mediated Neural Differentiation in Primates

**DOI:** 10.3389/fcell.2020.00786

**Published:** 2020-08-19

**Authors:** Jia Yan, Jingjie Li, Yanyong Cheng, Ying Zhang, Zhenning Zhou, Lei Zhang, Hong Jiang

**Keywords:** anesthesia, sevoflurane, DUSP4, neural differentiation, primate

## Abstract

**Background:**

Children who are exposed to anesthesia multiple times may undergo cognitive impairment during development. The underlying mechanism has been revealed as anesthesia-induced cognitive deficiency in young rodents and monkeys. However, the molecular mechanism of sevoflurane-induced neural development toxicity is unclear.

**Methods:**

By combining RNA sequencing analysis of macaques’ prefrontal cortex and human neural differentiation, this study investigates the mechanism of sevoflurane-induced neurotoxicity in primates.

**Results:**

The level of dual specificity protein phosphatase 4 (Dusp4) was significantly downregulated in non-human primates after sevoflurane treatment. We further uncovered the dynamical expression of Dusp4 during the human neural differentiation of human embryonic stem cells and found that knockdown of Dusp4 could significantly inhibit human neural differentiation.

**Conclusion:**

This study indicated that Dusp4 is critically involved in the sevoflurane-induced inhibition of neural differentiation in non-human primate and the regulation of human neural differentiation. It also suggested that Dusp4 is a potential therapeutic target for preventing the sevoflurane-induced neurotoxicity in primates.

## Introduction

For young children, the safety of general anesthesia exposure is a critical health issue, which receives widespread attention (Rappaport et al., 2011; Vutskits and Xie, 2016). The U.S. Food and Drug Administration (FDA) issued an official warning that repeated or long-term management of general anesthetic may affect children’s brains development (FDA Safety Announcement December 14, 2016). Until now, three well-known clinical studies evaluate the effects of general anesthesia on neurodevelopment, which are the General Anesthesia compared to Spinal anesthesia (GAS) trial, the Mayo Anesthesia Safety in Kids (MASK) study, and the Pediatric Anesthesia Neuro Development Assessment (PANDA). By using the Behavior Rating Inventory of Executive Function (BRIEF) and the Child Behavior Checklist (CBCL), the results indicate that anesthesia causes specific neurobehavioral changes in infants. What needs to be mentioned is that the MASK study (Warner et al., 2018; Ing and Brambrink, 2019; Zaccariello et al., 2019) assesses the association between multiple general anesthetic exposures and neurodevelopmental deficit, which reveals that the processing speed, fine motor, motor coordination, and visual-motor integration capabilities dampen in multiple but single exposure.

Sevoflurane, the most commonly used anesthetic in children, is reported to induce neurotoxicity and cognitive impairment in non-human primates and rodents (Shen et al., 2013; Zhang et al., 2013; Yi et al., 2016). Aberrant neural differentiation is ascribed to cognitive impairment in young rodents (Cho et al., 2015). Recently, one study even demonstrated that sevoflurane inhibited neural differentiation (Zhang et al., 2019b). Nevertheless, the mechanism is still unknown (Zhang et al., 2015; Wang et al., 2016; Yi et al., 2016; Liu et al., 2020). In addition, in consideration of the different developmental specificity and timing between primates and rodents (Xue et al., 2013), the mechanism of the sevoflurane upon neural differentiation requires further elucidation in primates.

Dual specificity protein phosphatase 4 (Dusp4) is a key gene in neural differentiation (Kim et al., 2015), which is proved to regulate many genes involved in neural differentiation network, such as extracellular signal-regulated kinases (ERKs) (Guan and Butch, 1995; Chu et al., 1996; Ichimanda and Hijiya, 2018), c-Jun N-terminal kinases (JNKs) (Cadalbert et al., 2005), and p38 (Engstrom et al., 2015; Kim et al., 2015; Odaka et al., 2016). Dusp4 is also critical for the endoderm specification (Brown et al., 2008) and cardiac specification (Liu et al., 2007). Irregular expression of Dusp4 might induce carcinoma (Sieben et al., 2005; Venter et al., 2005; Wang et al., 2007; Hasegawa et al., 2008). However, whether sevoflurane-induced neural development toxicity is mediated by dusp4 remains unclear. Thus, in the present study, we aim to explore the effects of sevoflurane on neural differentiation and the underlying mechanisms in primates. By combining the RNA sequencing analysis of macaque’s prefrontal cortex and human neural differentiation, we found that Dusp4 was associated with sevoflurane-induced neurotoxicity. Moreover, sevoflurane treatment–caused Dusp4 downregulation was specifically in non-human primates but mice. Finally, our findings identified that Dusp4 was a target in terms of the prevention and treatment of postoperative cognitive decline in children.

## Materials and Methods

### Rhesus Macaque and Mice Anesthesia

The animal studies were performed according to the guidelines of the Institute of Laboratory Animal Science, Peking Union Medical College, and Chinese Academy of Medical Sciences (Peking, China). The use of rhesus macaque in this research was approved by the Institutional Animal Care and Use Committee (protocol Number XC17001). The control group has three female rhesus macaques, and two female and one male rhesus macaques in the anesthesia group. In this study, the rhesus macaques received 6–8% anesthetic sevoflurane with 100% oxygen for the induction (2–4 min) of the general anesthesia, and then received 2.5–3% sevoflurane and 100% oxygen with endotracheal intubation for 4 h for the maintenance of the general anesthesia. The rhesus macaques received the sevoflurane anesthesia on postnatal day 7 (P7) and then on P21 and P35 days. All the animals returned to their mothers in the cages after the anesthesia. The temperatures of the rhesus macaques were maintained by placing the rhesus macaques in a warm box (37°C). We harvested the prefrontal cortex immediately after the third time of sevoflurane treatment.

C57BL/J6 mice at P6 (Shanghai SLAC Laboratory Animal, Zhangjiang, Shanghai, China) were used in the studies. The animal protocol was approved by the Standing Committee on Animals at Shanghai Ninth People’s Hospital, Shanghai, China. The mice were housed in a temperature- and humidity-controlled environment (20–22°C; 12-h light/dark on a reversed light cycle) with free access to water and food. The mice received sevoflurane anesthesia as described in previous studies (Shen et al., 2013; Lu et al., 2017). The mice in the anesthesia group were exposed to 3% sevoflurane with 60% O_2_ for 2 h daily with 3 days on P6, P7, and P8. The mice in the control group received 60% O_2_. We use a warm box to maintain the rectal temperature of all the mice at 37°C. The prefrontal cortex tissues of mice were harvested at the end of the sevoflurane anesthesia administration.

### Construction of Dusp4 Knockdown HESCs

To downregulate the Dusp4, three Dusp4 shRNA were constructed inside the pGMLV-SC5 vectors. The human embryonic stem cells (hESCs) were cultured in mTeSR 1 medium (EMCELL Technologies, Canada) and Y27632 (1:1000) on Matrigel-coated plates. Cells were digested by Accutase Cell Detachment Solution (Thermo, United States) for passage cultivation. Three shRNAs were mixed to infect the cells. After 48-h infection, mTeSR 1 and 1 μg/ml (final concentration) puromycin were used to screen the transfected hESCs.

The Dusp4-shRNA oligo sequences are as follows:

**Table:** 

**shRNA**	**Oligomeric single-stranded DNA sequence 5′ to 3′**
Control – forward	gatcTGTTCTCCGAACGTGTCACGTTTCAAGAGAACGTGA CACGTTCGGAGAATTTTTTc
Control – reverse	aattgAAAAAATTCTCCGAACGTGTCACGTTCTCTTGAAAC GTGACACGTTCGGAGAACa
shRNA1 – forward	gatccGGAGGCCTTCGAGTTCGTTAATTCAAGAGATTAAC GAACTCGAAGGCCTCCTTTTTTg
shRNA1 – reverse	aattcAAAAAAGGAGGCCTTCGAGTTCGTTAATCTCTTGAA TTAACGAACTCGAAGGCCTCCg
shRNA2 – forward	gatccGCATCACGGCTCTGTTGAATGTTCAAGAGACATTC AACAGAGCCGTGATGCTTTTTTg
shRNA2 – reverse	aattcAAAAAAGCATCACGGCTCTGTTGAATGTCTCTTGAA CATTCAACAGAGCCGTGATGCg
shRNA3 – forward	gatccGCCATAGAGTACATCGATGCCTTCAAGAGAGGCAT CGATGTACTCTATGGCTTTTTTg
shRNA3 – reverse	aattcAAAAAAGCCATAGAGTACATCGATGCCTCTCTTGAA GGCATCGATGTACTCTATGGCg

### Quantitative RT-PCR (qPCR)

The whole RNA was extracted by using RNAiso Plus (TaKaRa, China). cDNA inverse transcription was performed by using cDNA Synthesis Kit (TaKaRa, China). GAPDH is used for reference gene for normalize q-PCR. Detailed qPCR primer information are placed after the references.

Primers for the qPCR detection are listed as follows:

**Table:** 

Pax6	PF: 5′-AACGATAACATACCAAGCGTGT-3′
	PR: 5′-GGTCTGCCCGTTCAACATC-3′
Oct4	PF: 5′-CTTGAATCCCGAATGGAAAGGG-3′
	PR: 5′-GTGTATATCCCAGGGTGATCCTC-3′
Sox2	PF: 5′-TACAGCATGTCCTACTCGCAG-3′
	PR: 5′-GAGGAAGAGGTAACCACAGGG-3′
Nestin	PF: 5′-CTGCTACCCTTGAGACACCTG-3′
	PR: 5′-GGGCTCTGATCTCTGCATCTAC-3′
Tuj1	PF: 5′-TTTGGACATCTCTTCAGGCC-3′
	PR: 5′-TTTCACACTCCTTCCGCAC-3′
Dusp4	PF: 5′-GGCGCTATGAGAGGTTTTCC-3′
	PR: 5′-TGGTCGTGTAGTGGGGTCC-3′
GAPDH	PF: 5′-GGAGCGAGATCCCTCCAAAAT-3′
	PR: 5′-GGCTGTTGTCATACTTCTCATGG-3′

PF, primer forward; PR, primer reverse.

### Neural Differentiation of hESCs *in vitro*

Neural differentiation analysis by using hESCs was performed as described in a previous study (Wattanapanitch et al., 2014). Briefly, the H9 cells were seeded in mTESR 1 medium on Matrigel-coated plates to obtain 80% confluency after seeding. Then the medium was changed to neural induction medium, which contains a 1:1 mixture of DMEM/F12 and neurobasal medium, 1 × N2 supplement, 1 × B27 supplement, 5 μg/ml insulin, 1 mM L-glutamine, 0.1 mM non-essential amino acids, 0.1 mM 2-mercaptoethanol, and supplemented with 1 μM dorsomorphin and 10 μM SB431542. The medium was changed every day for 9 days. Ten days post-differentiation, the NPCs were cultured in the neural maintenance medium, which contains a 1:1 mixture of DMEM/F12 and neurobasal medium, 1 × N2 supplement, 1 × B27 supplement, 5 μg/ml insulin, 1 mM L-glutamine, 0.1 mM non-essential amino acids, 0.1 mM 2-mercaptoethanol, and supplemented with 20 ng/ml bFGF. We also detected the expressions of neural progenitor marker Pax6 on day 12 and the expressions of neuron marker Tju1 on day 25.

### Immunofluorescence Staining

Cells were fixed with 4% paraformaldehyde (Sigma-Aldrich, United States) for 18 min and washed with PBS solution. Then all the cells were treated with 0.2% Triton X-100 (Sigma-Aldrich, United States) for 8 min. Cells were then blocked with 3% bovine serum albumin (BSA) (Sigma-Aldrich, United States) in PBS solution for 1 h. Then incubated cells with primary antibodies, anti-Pax6 antibody (Abcam, ab5790, United States) or anti-TUJ1 antibody (Abcam, ab78078, United States), were diluted in 1% (*w*/*v*) BSA in PBS solution overnight at 4°C. After the incubation, cells were washed with PBS three times and stained with secondary antibodies for 2 h at room temperature.

### Western Blot

Every 50 mg tissues of mouse brain was lysed by the mixture of 0.5 ml RIPA plus 5 μl PMSF on ice. Then the samples were centrifuged at 12,000 rpm for 5 min at 4°C. Cells were lysed by using an SDS buffer (Beyotime, China) to obtain the protein for electrophoresis.

Then all the protein was transferred into PVDF membrane (Bio-Rad, United States). Primary antibodies were used in incubation, including anti-GAPDH (Abcam, ab9485, United States) antibody, anti-DUSP4 antibody (Abcam, ab216576, United States), anti-TUJ1 antibody (Abcam, ab78078, United States), anti-PAX6 antibody (Abcam, ab195045, United States), anti-p-ERK antibody (CST, #8544, United States), anti-ERK antibody (CST, #4695, United States), anti-p-p38 antibody (CST, #4511, United States), anti-p38 antibody (CST, #8690, United States), anti-p-JNK antibody (CST, #9251, United States), and anti-JNK antibody (CST, #9252, United States). Protein expression signaling was visualized through enhanced chemiluminescence (ECL) substrate (Thermo, United States).

### Statistics

The data were presented as mean ± standard deviation (SD). The significance of statistics was analyzed by Student’s *t*-test, one-way ANOVA and two-way ANOVA (^∗^ and # *p* < 0.05, ^∗∗^ and ## *p* < 0.01, ^∗∗∗^ and ### *p* < 0.001). The study employed two-tailed hypothesis and statistically significant *p* values were < 0.05. Each experiment was repeated three times. We used GraphPad (GraphPad Software) to analyze all of the study data.

## Results

### Sevoflurane Decreased the Expression of Dusp4 in Prefrontal Cortex of Rhesus Macaque

Alvarado et al. (2017) and us demonstrated that sevoflurane induced myelination damage of the central nervous system and caused behavior changes (e.g., anxiety and visual recognition memory) in infant rhesus macaques (Zhang et al., 2019a). Here, we performed multiple sevoflurane exposures in infant rhesus macaques on postnatal day 7 (P7), P14, and P28 repetitively, with each exposure lasting for 4 h per time as shown in a previous study (Alvarado et al., 2017). After the anesthesia, we collected brain tissues from prefrontal cortex and performed the RNA sequencing to examine the gene expression. As a result, there were 78 upregulated genes and 98 downregulated genes in sevoflurane exposure group (Figure 1A). 

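The RNA sequencing analysed here covered the prefrontal cortex of 1 control and 1 sevoflurane-treated infant rhesus macaque, whereas the paper describes 3 animals per group. The other animals were not analysed here, so the data have no replicates, and every difference reported compares these 2 libraries and not the conditions. The paper's results and the sample labels place the exposures on postnatal days 7, 14 and 28, and its methods on days 7, 21 and 35. Each exposure lasted 4 h with 2.5 to 3% sevoflurane for maintenance, and by the methods the tissue was taken immediately after the last one. The labels give an age of 28 days for both animals. The results call the assay RNA sequencing and the legend of Fig. 1A calls it a microarray. The authors deposited whole-number read counts per gene, without normalization, and the paper's text does not name the aligner, the counting tool or the genome build, so no coordinates are given. The control library held 16960880 reads on genes and the sevoflurane library 9839105. From there, the counts were scaled by edgeR's TMM method and expressed as CPM, reads relative to a common library size, and the log2 ratio of sevoflurane over control was computed with a prior count of 2 for the 18050 of 33618 genes with at least 1 CPM in either library. Each ratio has a 95% interval from the exact Clopper-Pearson limits of the share of reads in the sevoflurane library. The text names no molecular identifiers, so intervals and floors cover counting error only. The floor of 3 reads corresponded to 0.179 CPM in the control and 0.302 CPM in the sevoflurane library. The libraries also differed in Y-linked genes, since the 7 of them in the table held 3 reads in the control and 4308 in the sevoflurane library. By the paper's methods, the control group had 3 females and the anesthesia group 2 females and 1 male.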

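Between the 2 libraries, 1364 genes were at least 2-fold higher and 988 at least 2-fold lower in the sevoflurane library, with a counting interval that excluded equal expression. The threshold moved these counts most, and at 4-fold they were 352 and 221. Counting intervals do not include the variation between animals, which 1 animal per group cannot show. Among genes with a mean of at least 5 CPM, the largest fitted increases were in USP9Y, DDX3Y, LOC106995406, UTY and KDM5D. USP9Y had 2 reads in the control and 1781 in the sevoflurane library, with a lower 95% limit of the log2 ratio of 8.70. DDX3Y, LOC106995406, UTY and KDM5D had 0 control reads and 737, 642, 622 and 365 sevoflurane reads. All but LOC106995406 are on the list of Y-linked genes. The largest decrease was in LOC106995245, a long non-coding RNA with 29522 reads in the control and 8 in the sevoflurane library (log2 ratio -10.85). LOC106992498 fell from 420 reads to 0 and was at least 82.7-fold lower, and LOC106999557 fell from 347 reads to 1, with an upper 95% limit of the log2 ratio of -5.19. The activity-regulated transcription factor NPAS4 fell from 394 to 12 reads (log2 ratio -4.12, 95% interval -5.24 to -3.46). The remaining gene of the 5 lowest was DUSP4.

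**Figure D1:**
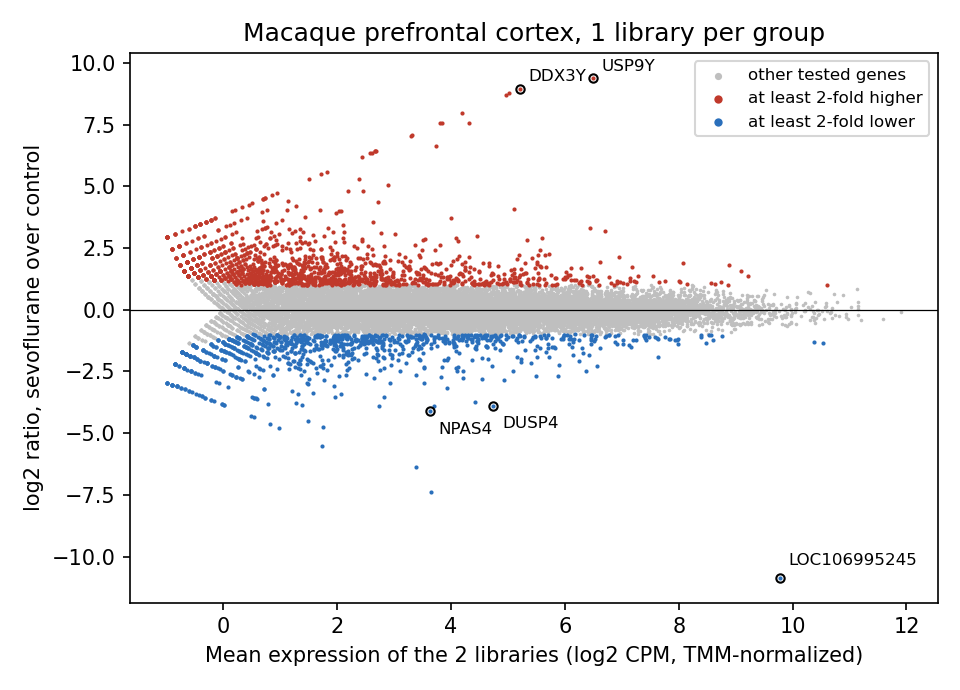
Log2 ratio of sevoflurane over control for each of the 18050 tested genes (vertical axis) against the mean expression of the 2 libraries on the log2 CPM scale (horizontal axis). Red points are the 1364 genes at least 2-fold higher, blue points the 988 at least 2-fold lower, and gray points the other tested genes, with 5 genes named.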

Neural differentiation is involved in the early state in the infant’s brain development and characterized by rapid structural and functional changes (Vasung et al., 2018). The influence of neural differentiation during early development could result in significant physiological and cognitive impairment (Di Lullo and Kriegstein, 2017; Presumey et al., 2017). Sevoflurane inhibited neural differentiation of mouse embryonic stem cells (ESCs) into neural progenitor cells (NPCs) (Zhang et al., 2019b). To determine the effects of sevoflurane on neural differentiation in primate and clarify the underlying mechanisms, we performed the human neural differentiation with H9 hESCs and detected the whole genome expression by using bulk-RNA sequencing analysis. 

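DUSP4, listed in the table by that symbol, encodes a dual specificity phosphatase. It had 847 reads in the control library and 32 in the sevoflurane library of macaque prefrontal cortex, or 50.4 and 3.22 CPM. Its log2 ratio was -3.91, with an interval of -4.52 to -3.46. Without the prior count, its CPM was 15.6-fold lower. It ranked as the 12th lowest of the tested genes, and 0 of the 500 genes nearest in mean expression had a ratio as low. The alternative that moved the ratio most was the GAPDH reads as reference, chosen after seeing the data, which gave -3.76. How the authors counted reads that match more than 1 gene of the DUSP family is not named in the paper's text. The other genes named in the paper moved less. Among them, TUBB3 fell most (-0.75) and MAPK10, which encodes JNK3, rose most (0.35). The stem cell gene POU5F1 had 0 reads in both libraries.

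**Figure D2:**
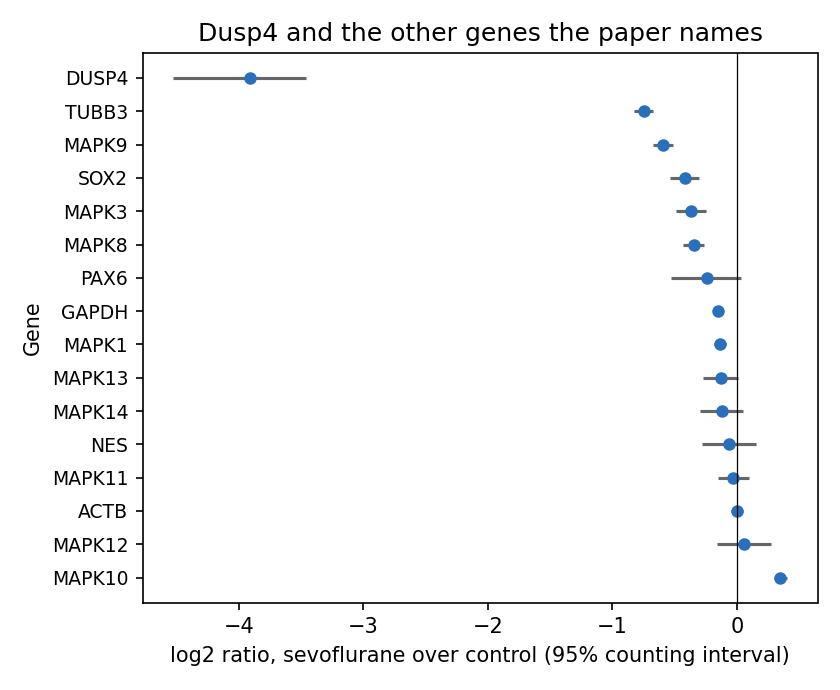
Log2 ratio of sevoflurane over control (horizontal axis) for DUSP4 and the other tested genes that the paper names (vertical axis), with 1 library per group. Points are ratios and lines 95% counting intervals, and DUSP4 lies apart from the rest, which sit between -0.75 and 0.35.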

Interestingly, we combined the results of these two RNA sequencing earlier and found that Dusp4 was downregulated after sevoflurane treatment in rhesus macaque’s prefrontal cortex and upregulated during human neural differentiation (Figures 1B,C). Dusp4 could promote neural differentiation in mice, which is, however, unclear in human neural differentiation (Kim et al., 2015). So, our results indicated its possible function in sevoflurane-induced neurotoxicity. Then we confirmed the downregulation of Dusp4 in prefrontal cortex of rhesus macaques after sevoflurane treatment by qPCR (Figure 1D). To explain the underlying molecular mechanisms, we tested the Dusp4-related classic downstream target genes or signal pathway by using rhesus macaque samples. As a result, we found that JNKs were consistently phosphorylated in prefrontal cortex of rhesus macaques after sevoflurane exposure (Figures 1E–H). Sevoflurane had only effects on JNK phosphorylation in primate (Figures 1E,H). It is consistent with a previous work where induced DUSP4 reduction enhanced c-Jun N-terminal kinase (JNK) activity (Denhez et al., 2019).

**FIGURE 1:**
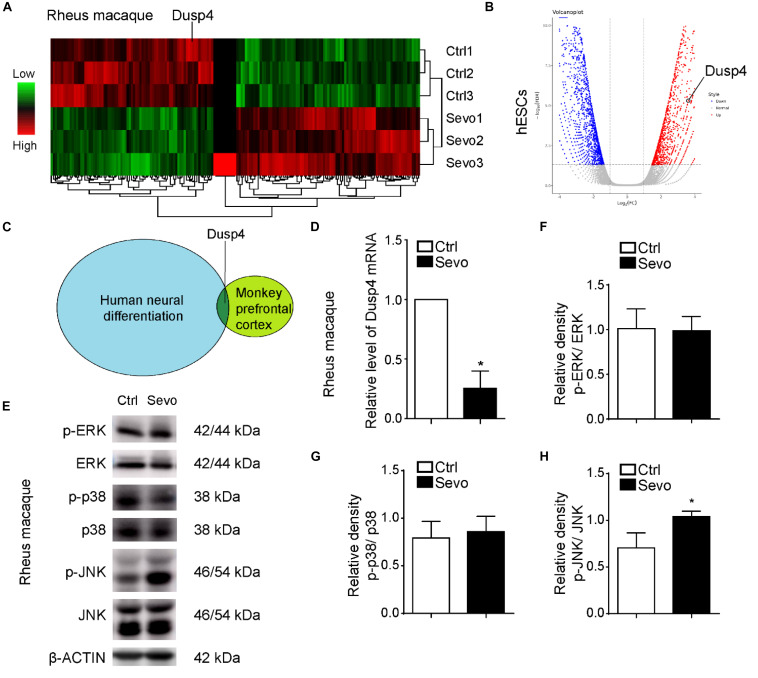
Dusp4 was downregulated by sevoflurane in macaque prefrontal cortex and mediates the human neural differentiation. **(A)** Microarray studies revealed the decrease of Dusp4 expression in brain of macaque treated by sevoflurane compared with the control group. **(B)** Volcano plot of Dusp4 expression upregulated during human neural differentiation (*n* = 3, *p* < 0.05) base on scRNA-seq. **(C)** Dusp4 was downregulated after sevoflurane treatment in rhesus macaques’ prefrontal cortex and upregulated during human neural differentiation. **(D)** qPCR further confirmed the downregulation of Dusp4 expression after sevoflurane treatment in macaque. Data are represented as mean ± SD (*n* = 3). *p < 0.05. **(E)** Steady-state and phosphorylated ERK, p38, and JNK activity was assessed in rhesus macaques’ prefrontal cortex by western blot. Only JNKs, but not p38 or ERK1/2, were consistently phosphorylated in prefrontal cortex of rhesus macaques after sevoflurane exposure. **(F–H)** Qualification of **(E)**. The ratio of phosphor-ERK relative to the total ERK is shown in **(F)**. The ratio of phosphor-p38 relative to the total p38 is shown in **(G)**. **(H)** confirmed the upregulation of phosphor-JNK relative to the total JNK after sevoflurane treatment. Data are represented as mean ± SD (*n* = 3). *p < 0.05.

### Sevoflurane Has No Effect on the Expression of Dusp4 in Prefrontal Cortex of Mice

Anesthetics can induce neuronal apoptosis which causes cognitive impairment in rodents and rhesus macaques (Vutskits and Xie, 2016). So, we exposed mice model to sevoflurane repeatedly, but failed to find similar results. In opposition, the protein level of Dusp4 was not altered in the prefrontal cortex of C57 after sevoflurane exposure (Figures 2A,B). This suggested that mice and rhesus macaques had different gene regulation manners when exposed to sevoflurane. The results indicated that Dusp4 could be the possible sevoflurane-related downstream. In terms of the proximity between human and rhesus macaque, Dusp4 might be still involved in the potential mechanism of sevoflurane-induced neurotoxicity in primates. In addition, it further hinted that the results in rodent model could not fully explain the phenotype in primate due to the differences in species.

**FIGURE 2:**
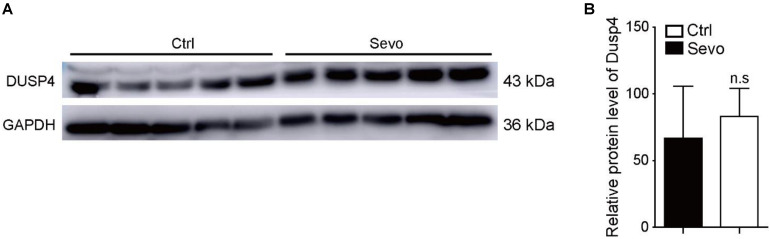
Sevoflurane has no effect on the expression of Dusp4 in prefrontal cortex of mice. **(A)** Western blot indicated that the protein level of Dusp4 was not altered in prefrontal cortex of C57 after sevoflurane exposure. **(B)** Qualification of A showed there is no significant difference of the protein level of Dusp4 between sevoflurane group and control group (*n* = 5).

### Dusp4 Mediates Neural Differentiation of HESCs Into NPCs

A previous study showed that Dusp4 regulated retinoic acid–treated neural differentiation in mouse ESCs (Kim et al., 2015). However, whether Dusp4 was involved in the regulation of human neural differentiation remains unknown. Our results showed that Dusp4 was significantly upregulated during the human neural differentiation, especially on day 12 (Figure 3A). Vis-a-vis, sevoflurane downregulated the Dusp4 level which also indicated its potential role in neurotoxicity. 

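The level of DUSP4 in the sevoflurane library of macaque prefrontal cortex was 6.39% of the control level, by CPM without the prior count. GAPDH, the reference gene of the paper's qPCR, and ACTB, whose protein Fig. 1E shows beside the kinases, differed far less between the libraries. GAPDH had 25091 control and 13333 sevoflurane reads (log2 ratio -0.15, 95% interval -0.18 to -0.12), and ACTB had 9096 and 5370 reads (95% interval -0.05 to 0.05). From the lower level after sevoflurane and the rise of Dusp4 during human neural differentiation, the paper proposes that Dusp4 has a role in neurotoxicity.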

To explore the mechanisms further, we downregulated the Dusp4 expression by using three different shRNA mixed viruses (Figure 3B) in H9 hESCs. The results failed to show any influences upon the ability of self-renewal in hESCs (Figures 3C,D). However, the human neural differentiation in hESCs was significantly repressed after downregulation of Dusp4 (Figure 3E). The formation of rosette structure detected by Pax6 was interrupted after downregulating Dusp4, which indicated the repression of neural induction (Figure 3F). The reduction of neuronal class III β-tubulin (Tuj1) (Sullivan and Cleveland, 1986; Caccamo et al., 1989), a marker of mature neuron, further indicated the neurogenesis repression after the downregulation of Dusp4 (Figures 3G,I). In addition, we found that the expression of neural progenitor marker Nestin and Pax6 (Figure 3H) were descended by Dusp4 downregulation. In conclusion, Dusp4 plays an important role in the progress of human neural differentiation.

**FIGURE 3:**
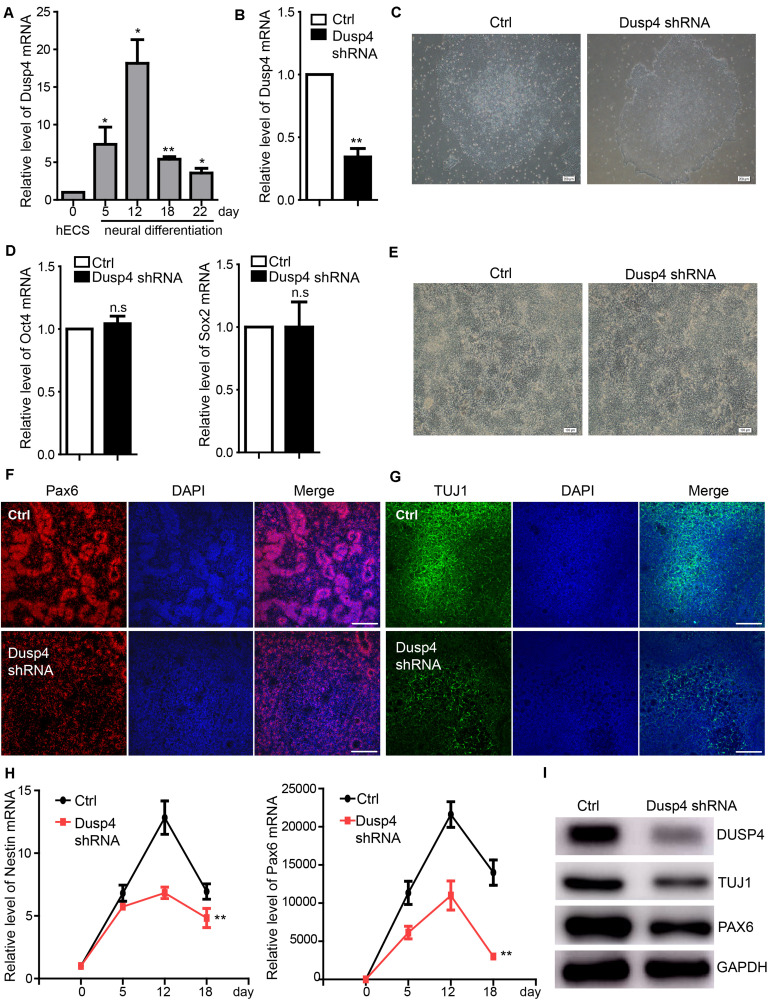
Dusp4 mediates neural differentiation of hESCs. **(A)** qPCR detection of the Dusp4 expression trend during the neural differentiation of hESCs from 0 to 22 days. Data are represented as mean ± SD (*n* = 3). *p < 0.05, **p < 0.01. **(B)** Downregulation of Dusp4 expression by Dusp4 shRNA compared with the control group detected at day 5 during the neural differentiation of hESCs. Data are represented as mean ± SD (*n* = 3). **p < 0.01. **(C)** There was no significant difference in clone formation assay between the Dusp4 knockdown group and control group. Ctrl: hESCs with empty pGMLV-SC5 vector. Scale bar represents 200 μm. **(D)** The results of qPCR showed that there is no significant difference of stemness markers (Oct4 and Sox2) expression between the Dusp4 knockdown group and control group. Data are represented as mean ± SD (*n* = 3). **(E)** Morphology of neural differentiation of two different groups. Scale bar represents 100 μm. **(F)** Immunofluorescence staining of Pax6 indicated that neural differentiation of hESCs was inhibited by Dusp4 knockdown at day 6. Scale bar represents 100 μm. **(G)** Immunofluorescence staining of TUJ1 showed that neurogenesis was further repressed by Dusp4 knockdown at day 28. Scale bar represents 100 μm. **(H)** qPCR analysis showed that dusp4 knockdown repressed the expression of neural progenitor genes (Nestin and Pax6) on days 5, 12, and 18 during the neural differentiation. Data are represented as mean ± SD (*n* = 3). **p < 0.01. **(I)** Results of western blot indicated that the expression of mature neuron gene TUJ1 was downregulated by dusp4 knockdown on day 28.

## Discussion

In the current study, we found that sevoflurane downregulated the Dusp4 expression in prefrontal cortex of rhesus macaque but not in mice. Also, Dusp4-mediated neural differentiation from hESCs into NPCs may be involved in sevoflurane-induced neurotoxicity.

Neural differentiation is ascribed to cognitive impairment in young rodents (Cho et al., 2015). Abnormal neural differentiation results in neurological and psychiatric disorders, serious behavior disorders, and some other nervous system diseases (Goncalves et al., 2016). Neural progenitor cells exist right after infants’ birth for further brain neural development (Rolando and Taylor, 2014). In this study, by combining the RNA sequencing analysis of macaque’s prefrontal cortex and human neural differentiation, we found that Dusp4 may work as a key gene in sevoflurane-induced neurotoxicity. By using the *in vitro* human neural differentiation system, we knocked down the Dusp4 to mimic the Dusp4 downregulation caused by sevoflurane exposure to check the inhibition of neural differentiation. The level of Dusp4 was specifically downregulated after sevoflurane treatment in non-human primates. However, there was no statistical difference of Dusp4 expression in rodents. Our results demonstrated that the mechanisms of neurodevelopment toxicity caused by sevoflurane were different between primate and rodent due to various neurodevelopment. We further uncovered the dynamical expression of Dusp4 during the human neural differentiation by using hESCs. The human neural differentiation could be significantly inhibited after Dusp4 is knocked down.

There are several limitations in the present study. First, we did not monitor the hypoxia and hypotension during general anesthesia in rhesus macaque model. However, the protocol of anesthesia management was the same as in the previous study (Alvarado et al., 2017), which did not show hypoxia and hypotension. Second, the sample size of rhesus macaques (3:3) may not be sufficient enough in the current study; thus, adding the sample size should be performed in the future.

In conclusion, this study indicated that Dusp4 may be involved in the sevoflurane-induced neurotoxicity in non-human primates, which regulated the human neural differentiation in priority.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE148436; https://www.ncbi.nlm.nih.gov/geo/, GSE148437; https://www.ncbi.nlm.nih.gov/geo/, GSE148438.

## Ethics Statement

The animal studies were performed according to the guidelines and regulations of the Institute of Laboratory Animal Science, Peking Union Medical College and Chinese Academy of Medical Science (Beijing, China). Efforts were made to minimize the number of animals in the studies. The use of rhesus macaque in research at the Institute of Laboratory Animal Science was approved by the Institutional Animal Care and Use Committee (Protocol number #XC17001).

## Author Contributions

HJ, LZ, and JY: study concept and design. JL, YC, YZ, and ZZ: acquisition of the data, analysis and interpretation of the data. LZ and JY: draft the manuscript, obtain funding, administrative, technical, and material support. All authors have read and approved the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

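The data were read counts per gene from the prefrontal cortex of 1 control and 1 sevoflurane-treated rhesus macaque, matched to their groups by the sample labels. The authors deposited whole-number counts without normalization, in a table of 33618 genes with 1 column for each of the 2 libraries. The paper's text names no aligner, counting tool, genome build, annotation or differential expression method for these libraries. The 13 mitochondrial protein genes in the table held 0 reads in both libraries, so mitochondrial reads could not be assessed, and 9186 genes had no read in either.

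The control library held 16960880 reads on 22897 genes and the sevoflurane library 9839105 reads on 22901 genes, a depth ratio of 1.72. The 10 most abundant genes took 2.54% and 2.53% of the reads. With edgeR 4.0.16 in R 4.3.3, TMM factors were computed on the genes with at least 1 CPM in either library and came to 0.991 for the control and 1.01 for the sevoflurane library. The log2 ratio of CPM used a prior count of 2, and the median over the tested genes was -0.0048. The 95% interval of each ratio came from the exact Clopper-Pearson limits of the share of reads in the sevoflurane library (scipy 1.17.1, with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3; plots were drawn with matplotlib 3.10.9). A gene was counted as higher or lower when its log2 ratio was at least 1 in size and its interval excluded equal expression. Where a library had 0 reads, the fold is a lower bound against the floor of 3 reads. Where it had 1 or 2 reads, the limit of the interval nearer to equal expression is given. With 1 library per group, edgeR's quasi-likelihood test could not be fitted, and no p-value is given.

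Gene lists were described by the median log2 ratio of their tested members and by how many of 10000 random lists of the same size, drawn from the 200 genes nearest in mean expression to each member, had a median as low. This describes the 2 libraries and is no test of the condition. The 10 lists tested in this way covered activity-regulated immediate early, glucocorticoid-induced, hypoxia-induced, heat-shock, myelin, neural progenitor and immature neuron, and MAP kinase genes, and markers of neurons, astrocytes and microglia. Short lists of cold-induced, red blood cell, and choroid plexus and meninges genes, and of endothelial and oligodendrocyte precursor markers, were given as medians only. These lists, the thresholds and the alternatives were fixed before the data were examined. A list of ERK output genes, the transporter and matrix genes, and BDNF, JUN, PER2 and CHIC1 were chosen after values had been seen, and so were the GAPDH reference and the removal of a gene span trend.

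The genes named are DUSP4, every gene the paper names, the 5 largest and 5 smallest log2 ratios among genes with a mean of at least 5 CPM and an interval excluding equal expression, the members of any list with a median outside the central 95% of random lists, and the Y-linked genes. XIST, which the same choice covered, is not listed in the table under that symbol, and an item that this choice covers is not reported here. Names came from the table. Of its identifiers, 25592 matched the RefSeq table of the telomere-to-telomere macaque assembly MMU8v2.0, including 15730 (87.1%) of the tested genes. That table was used for gene span and for neighbouring genes. No genome was used here, so GC content was not checked.

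The alternatives were DESeq2 1.42.0 size factors, library totals or upper-quartile normalization in place of TMM, a prior count of 0.5, filters of 1 read or 5 CPM, the control library sampled down to the depth of the sevoflurane library, thresholds of 1.5-fold and 4-fold, and a 99.9% interval. The procedure was tested on simulated data drawn from the mean of the 2 libraries. With 200 genes changed 4-fold, 98.5% of those tested were recovered and 86 unchanged genes were counted, among 17646 tested. That set held counting error only and no variation between animals, so it does not give the rate of false calls in the real libraries. The qPCR, western blot, mouse and human stem cell experiments were not analysed here.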

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

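Of the tests in this part, the ratio of Y-linked reads to reads on X-linked copies was set before its values were seen and the others after.

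The 7 Y-linked genes in the table held 4308 reads in the sevoflurane library and 3 in the control library, a signal that the paper does not discuss. All 7 were above the floor of 3 reads in the sevoflurane library and none in the control library. EIF1AY was at least 71.1-fold and ZFY at least 160-fold higher, each against 0 control reads, and RPS4Y1, with 1 control read, had a lower 95% limit of the log2 ratio of 6.89. Reads shared with X-linked copies are argued against by the control library, which held many reads on such copies (9290 on USP9X) and 3 on the Y-linked genes. The test set for a small share of male RNA in a female library did not exclude it. The median ratio of Y-linked reads to reads on the X-linked copy was 0.44 over 7 pairs (0.161 to 1.34), below the 0.5 that was to exclude it. The X-linked copies were all lower in the sevoflurane library, by log2 ratios of -0.52 to -0.24, which a small share of male RNA alone would not bring about. The reads are in line with a male animal behind the sevoflurane library and a female behind the control, and the paper's methods list 1 male, in the anesthesia group. In these 2 libraries animal and exposure differ together, and by these reads sex may differ as well, so no difference between them can be assigned to sevoflurane alone. LOC106995245, at 0.0459% of its control level, lies between CHIC1 and MIR421 by gene order. Whether it is the X-inactivation transcript was not established, while its neighbour CHIC1 had a log2 ratio of 0.25.

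SLC13A4, a transporter gene that the paper does not discuss, had 650 reads in the sevoflurane library and 62 in the control (log2 ratio 4.09). It was singled out after its values were seen, together with SLC22A8, SLC22A6 (log2 ratio 2.22), MGP (2.88) and ABI3BP (3.20). SLC22A8 had 103 reads in the sevoflurane library and 2 in the control (lower 95% limit of the log2 ratio 4.56). Choroid plexus tissue in the sample was weighed through TTR, taken as its most abundant transcript. TTR had 31 sevoflurane reads and 2 control reads, far below SLC13A4, which argues against choroid plexus as the main source. Meninges were weighed through DCN (0.06), LUM (-0.11), COL1A1 (1.14) and COL1A2 (0.60), with a median of 0.33. The collagen genes rose and the other pair did not, and both libraries held reads on all 4, so a contribution of meninges could be neither shown nor excluded. Dissection and exposure cannot be told apart here, because each group has 1 animal.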

How the results depend on the processing

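DUSP4 kept its direction and stayed within its counting interval under every alternative run, from -3.95 to -3.76. The medians of all 10 lists set before the data were examined, and of the ERK output genes, kept their sign and their side of the central 95% of random lists. The immediate early genes ranged from -1.86 to -1.80, the myelin genes from -1.31 to -1.26 and the astrocyte markers from -0.63 to -0.55.

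The counts of genes at least 2-fold apart moved by over 1.5 times under 3 alternatives. With a filter of 5 CPM, which tests fewer genes, 606 were higher and 474 lower. A threshold of 1.5-fold gave 2604 and 2141, and 4-fold gave 352 and 221, as their construction requires. The other scalings shifted all genes by 0.0053 (DESeq2 size factors), 0.027 (library totals) and 0.01 (upper quartile) on the log2 scale. Among single genes, 7 of 413 values left their counting interval and none changed direction beyond it. They were SLC1A2 with library totals and 6 Y-linked or other genes at the floor with the control library sampled down, where the bound itself moves with depth.

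No paired analysis was possible because each group has 1 library, and leaving out a replicate was not possible. The depth of 9839105 reads in the sevoflurane library limits ratios near its floor of 0.302 CPM.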

Differences from the paper's values

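The paper reports 78 upregulated and 98 downregulated genes over its groups. Here, 1364 genes were at least 2-fold higher and 988 at least 2-fold lower between 1 library of each group. The criteria cannot be matched, since the paper's text names no test or threshold and the counting interval here leaves out variation between animals. None of the alternatives set before the data were examined closed either gap.

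The paper's qPCR gives a DUSP4 level after sevoflurane of about 0.25 of the control in Fig. 1D, read by eye, with an SD of about 0.15 in the figure. The level here was 0.0639, from read counts of 1 animal per group, whereas the qPCR had n = 3. Because assay and animals are unlike, the values need not be equal. None of the alternatives set before the data were examined closed the gap, and neither did the GAPDH reference chosen after seeing the values, which gave 0.0711.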

Other observations

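In this part, the gene lists other than the ERK output genes, with their comparison to random lists, and the tests on the sampled-down control library and on simulated libraries were set before their results were seen. The explanations weighed with the lists and the other tests were chosen after.

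Several explanations for the lower DUSP4 level were tested. Counting error is excluded by the upper 95% limit of -3.46. The deeper control library did not produce it, since the ratio was -3.82 with that library sampled down, and a trend with gene span was far too small, since the median log2 ratio over 20 bins of gene span went from -0.053 to 0.088. A lower share of neurons or of myelinated tissue is argued against as the whole cause, since the neuron markers had a median of -0.23 (lowest -0.56) and the myelin genes -1.29. Variation between animals stays open: 0 of the 500 genes nearest in expression were as low, but that compares genes and not animals.

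The activity-regulated immediate early genes had a median of -1.84 over 15 tested members, and 0 of 10000 random lists were as low. Of the 15, 8 were at least 2-fold lower, among them NR4A3 (-2.86), EGR2 (-2.48), FOS (-2.34), FOSB (-2.22), EGR4 (-2.05), DUSP5 (-2.01) and DUSP6 (-1.84), besides NPAS4. EGR1 (-0.97) and ARC (-0.68) fell less, JUNB (-0.12), IER2 (0.01) and EGR3 (0.07) were not distinguishable from equal expression, and DUSP1 (0.49) and BTG2 (1.23) rose. The span trend, -0.053 at its lowest, is too small to account for this, and the neuron markers at -0.23 argue against a lower share of neurons. This is consistent with less neuronal activity before the sevoflurane sample was taken, immediately after an exposure. As a hypothesis, the low DUSP4 level may be part of the same acute response and not a lasting change. That was not tested, and how the control animal was handled before sampling is not stated in the paper's text. Of the genes singled out after their values were seen, BDNF (-2.26) and PER2 (-2.48) fell and JUN, itself an immediate early gene, rose (0.62), while PER1 was at -0.21. These were picked from a wider look at single genes and are no test.

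The ERK output genes were listed after 6 of the 9 had been seen. Their median was -0.50, and 31 of 10000 random lists were as low, but the choice makes this no independent test of lower ERK pathway output. The list shares DUSP6 with the immediate early genes, 6 members fell beyond counting error, and ETV4 (1.22) and EPHA4 (0.14) rose. Of the MAP kinase genes (median -0.13, percentile 27.9), MAPK8 (-0.35) and MAPK9 (-0.59) fell and MAPK10 rose. The paper's phosphorylation results were not analysed here.

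The myelin genes had a median of -1.29 over 12 members, and 0 of 10000 random lists were as low. All 12 were lower, from -1.90 (MOG) to -0.30 (FA2H, not distinguishable from equal expression), with MBP at -0.56. The span trend (lowest -0.053) is again too small. A lower share of mature oligodendrocytes may contribute, since the precursor markers fell less (-0.35), but dissection, animal and exposure cannot be told apart with 1 animal per group. Astrocyte markers had a median of -0.57 and 11 of 10000 random lists were as low, with GFAP (-1.35) and AQP4 (-1.38) lower and SLC1A3 (0.27) higher.

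The 7 other lists set before the data were examined lay within the central 95% of random lists, the MAP kinase genes among them. Medians and percentiles were 0.13 and 81.0 for glucocorticoid-induced, -0.17 and 14.3 for hypoxia-induced, -0.04 and 45.2 for heat-shock, and -0.19 and 11.6 for neural progenitor and immature neuron genes. Neuron markers were at the 7.4 percentile, and microglia markers had a median of 0.28 at 89.8. Of the 10 glucocorticoid-induced genes, 5 were higher beyond counting error, up to 2.09 (FKBP5), and 4 lower, down to -0.80 (CDKN1A). The short lists had medians of -0.38 (cold-induced), 0.06 (endothelial), -0.35 (oligodendrocyte precursor), 1.59 (red blood cell) and 0.60 (choroid plexus and meninges). HBA1 and HBA2, near-identical copies whose reads counting can split, had 0 and 61 control reads and 70 and 49 sevoflurane reads. HBB rose from 350 to 672 reads.

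Counting error gave 88 genes at least 2-fold apart of 17734 between simulated libraries with no change, against 2352 between the real ones. With an assumed coefficient of variation between animals of 0.2 the simulated number was 625, and with 0.4 it was 4332, so the share of the 2352 genes that variation between animals could account for depends on a value that 1 animal per group does not give. In none of these simulated sets was a gene with a mean of at least 5 CPM as low as DUSP4 (0 genes). In the real libraries, 5 of 12989 such genes were, DUSP4 included. Within each simulated set, every gene had the same assumed variation, drawn independently of the other genes. Genes that vary more, or together, were not simulated, so this does not show that DUSP4 lay beyond variation between animals. By eye, Fig. 1A shows a block of unnamed genes bright only in row Sevo3. The library analysed here, labelled as the first sevoflurane animal, carries the Y-linked reads.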
